# Genome‐wide analysis of *Pm*TCP4 transcription factor binding sites by ChIP‐Seq during pistil abortion in Japanese apricot

**DOI:** 10.1002/tpg2.20052

**Published:** 2020-08-19

**Authors:** Shahid Iqbal, Zhenpeng Pan, Xinxin Wu, Ting Shi, Xiaopeng Ni, Yang Bai, Jie Gao, Muhammad Khalil‐ur‐Rehman, Zhihong Gao

## Abstract

The TCP4 transcription factor plays an important role in plant growth and development, especially in flower development. *Pm*TCP4 is involved in the process of pistil abortion in Japanese apricot, but its molecular mechanism, particularly the DNA binding sites and co‐regulatory genes, are quite unknown. Therefore, to identify the genome‐wide binding sites of *Pm*TCP4 transcription factors and their co‐regulatory genes, chromatin immunoprecipitation sequencing (ChIP‐Seq) was carried out. ChIP‐Seq data produced the maximum enriched peaks in two Japanese apricot cultivars ‘Daqiandi’ (DQD) and ‘Longyan’ (LY), which showed that the majority of DNA‐protein interactions are relevant and have a significant function in binding sites. Moreover, 720 and 251 peak‐associated genes regulated by *Pm*TCP4 were identified in DQD and LY, respectively, and most of them were involved in the flower and pistil development process. Furthermore, Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis showed that photosynthesis and oxidative phosphorylation were the most enriched pathways in both cultivars and all identified genes related to these pathways were down‐regulated. This study will provide a reference for a better understanding of the *Pm*TCP4 regulatory mechanism during pistil abortion in Japanese apricot.

**Abbreviations**
ChIP‐Seq: Chromatin Immunoprecipitation Sequencing
DQD: Daqiandi
IGV: Integrative Genome Viewer
LY: Longyan
MACS: Model‐based Analysis of ChIP‐Seq
MEME: Multiple Em for Motif Elicitation.

## 1 INTRODUCTION

Flower development is a key stage for reproductive success and is one of the most well understood developmental processes in plants (Magallón, Gómez‐Acevedo, Sánchez‐Reyes, & Hernández‐Hernández, 2015). Several diverse mechanisms have been suggested to explain the phenomenon of female sterility and pistil abortion, among which different environmental and genetic factors are generally involved (Beppu & Kataoka, 2011; Zinn, Tunc‐Ozdemir, & Harper, 2010). However, standard environmental conditions, such as ambient temperature, light, and humidity, reduce the problem of pistil abortion to a certain extent (Emms, 1993). *Prunus mume* (Japanese apricot) flowers are classified into two categories: i.e., perfect flowers (normal pistil) and imperfect flowers (pistil absence, pistil browning). Flowers lacking pistils are unable to bear fruit (Gao et al., 2012; Hou et al., 2011). The phenomenon of imperfect flowers is quite common and tremendously affects plant yield; the proportion of these flowers depends on the type of cultivar. Based on our previous studies, the phenomena of pistil abortion in ‘Daqiandi’ and ‘Longyan’ (*P. mume* cultivars) is approximately 76.3% and 5%, respectively (Gao, Wang, & Zhang, 2006). Studies have reported flower abortion and the role of different proteins at different stages of flower development (Shi et al., 2012b). Moreover, numerous metabolic processes, like photosynthesis and production of glucose and starch have also been found to be involved in pistil abortion (Wang, 2008). A morphological study in early‐mid December highlighted that flower buds of Daqiandi stopped pistil differentiation to elongate, leading to abortion (Gao et al., 2012; Shi, Zhang, Gao, Zhang, & Zhuang, 2011). Due to this problem, early morphogenesis of pistil development shows enthusiastic progression comprising a complex series of biochemical and physical changes that further suggest the need for a deep investigation into the pistil abortion mechanism in Japanese apricot (Song et al., 2015). Several morphological studies associated with flower and pistil development are also reported in olive (Reale et al., 2009), *Arabidopsis* (Whittle, Otto, Johnston, & Krochko, 2009), and sweet cherry (Beppu & Kataoka, 2011).

TCP transcription factors are the targets of micro319a (Fahlgren et al., 2007; Sunkar & Zhu, 2004) and have been shown to regulate flower development (Nag, King, & Jack, 2009; Palatnik et al., 2003). Furthermore, they have roles in gametophytic development (Takeda et al., 2006), cell division, cell expansion, the differentiation process during leaf development (Koyama, Furutani, Tasaka, & Ohme‐Takagi, 2007; Nath, Crawford, Carpenter, & Coen, 2003), and auxin biosynthesis (Koyama, Mitsuda, Seki, Shinozaki, & Ohme‐Takagi, 2010), and have previously been reported in peach (Guo et al., 2018b), tomato (Parapunova et al., 2014), and strawberry (Wei et al., 2016). TCP transcription factors encodes a motif, predicted as a basic helix‐loop‐helix (bHLH) structure known as the domain, involved in DNA binding and protein‐protein interaction (Schommer, Debernardi, Bresso, Rodriguez, & Palatnik, 2014). There are two main sub‐classes of the TCP gene family: class I (PCF or TCP‐P) and class II (CYC/TB1 or TCP‐C). Class II is further divided into the CIN sub‐class and CYC/TB1 sub‐class. The main functions of Class I TCP genes, such as PCF1, 2, and 3, are positive regulators of plant cell growth, while class II TCP genes, such as PCF5, 6, 7, 8, CYC, and TB1, are negative regulators of plant cell growth (Martín‐Trillo & Cubas, 2010). In *Arabidopsis*, TCP transcription factor targets are linked with miR319, including TCP2, TCP3, TCP4, TCP10, and TCP24, and thereby these five TCP transcription factors belong to the CIN subclass CIN‐like gene in the CYC/TBI subfamily of class II (Koyama et al., 2007; Palatnik et al., 2003). Several studies have documented that TCP4 transcription factors are the main targets of micro319a and it has been shown that the expression level of the TCP4 gene regulated by micro319a plays a key role in flower development, especially in petal, pistil, and stamen development (Nag et al., 2009; Wang et al., 2017). Consequently, understanding transcriptional regulatory complexes during different plant developmental stages is particularly important and has been focused on for many years. Genome‐wide mapping and DNA‐protein interactions allow us to understand the complete transcriptional regulation network (Johnson, Mortazavi, Myers, & Wold, 2007; Valouev et al., 2008). All biological processes are immediately regulated by a transcription factor (Riechmann et al., 2000; Singh, 1998), thereby, identifying transcription factor binding sites are important for extricating gene regulation during the developmental phases of plants (Shamimuzzaman & Vodkin, 2013).

**Core Ideas**

- Genome‐wide binding sites of *Pm*TCP4 transcription factor during pistil abortion in Japanese apricot studied by ChIP‐Seq
- A significant number of peaks and their associated genes were identified
- This study provides a better understanding of the transcriptional regulatory mechanism during flower and pistil development in Japanese apricot, as well as other related species

Chromatin immunoprecipitation followed by sequencing (ChIP‐Seq) has become a key technique to determine genomic sites of interaction and the corresponding molecular mechanism (Johnson et al., 2007; Reuter, Spacek, & Snyder, 2015). Moreover, ChIP‐Seq offers less noise and larger coverage with high resolution than its array‐based predecessor ChIP‐chip (Laajala et al., 2009; Park, 2009). Due to cost‐effective properties, ChIP‐Seq has become an essential technique to examine gene regulation, transcription factor binding sites, histone modification, and DNA methylation (Aleksic & Russell, 2009; Barski & Zhao, 2009). Previous reports in soybean have depicted a brief description of genome‐wide profiling used for transcription factor binding sites and their regulatory network with the ChIP‐Seq technique (Shamimuzzaman & Vodkin, 2013).

Japanese apricot belongs to the family Rosaceae and is a prominent fruit tree of great importance as an ornamental plant due to its eye‐catching red color (Ni et al., 2018; Zhang et al., 2012). The problem of pistil abortion is very common and affects plant yield in Japanese apricot (Wang et al., 2017), however, the molecular mechanism of this phenomenon is quite unknown. Our previous study in Japanese apricot showed that *Pm‐miR319a* indirectly regulates pistil development by regulating its target gene *Pm*TCP4 (Wang et al., 2017). Therefore, in this study, we investigated the role of *Pm*TCP4 during pistil abortion in Japanese apricot using chromatin immunoprecipitation sequencing (ChIP‐Seq) analysis to gain deep insight into the involvement of downstream genes associated with pistil abortion. Moreover, this study will also help to expand our understanding of the regulatory role of *Pm*TCP4 during flower development in Japanese apricot.

## 2 MATERIALS AND METHODS

### 2.1 Experimental material

The flower buds of Japanese apricot cultivars ‘Daqiandi’ (DQD) and ‘Longyan’ (LY) grown at the National Field Gene‐Bank for Japanese apricot located in Nanjing, Jiangsu Province, China were used as the experimental material. Samples were collected at five different stages (November 14, November 28, December 12, December 26, January 9), with a two‐week interval between stages, as previously described by Wang and Shi (Shi et al., 2011; Wang et al., 2017). The samples were collected in three biological replicates. The collected samples were immediately frozen in liquid nitrogen and then stored at −80°C for further use.

### 2.2 Bioinformatics analysis for molecular characterization of the *Pm*TCP4 protein

The amino acid sequence of *Pm*TCP4 was retrieved from NCBI (https://www.ncbi.nlm.nih.gov/) using the current genome assembly of Japanese apricot (Zhang et al., 2012). The promoter sequence of *Pm*TCP4 was analyzed through the PlantCARE database (http://bioinformatics.psb.ugent.be/webtools/plantcare/html/). The amino acid (aa) number, molecular weight (MW), theoretical isoelectric point, protein hydrophobicity, and the aliphatic amino acid index were determined using the PortParam online tool available from ExPASy (https://expasy.org/proteomics). Subcellular localization was predicted using online software, WoLF PSORT (https://www.genscript.com/wolf-psort.html) and Cell‐PLoc 2.0 (http://www.csbio.sjtu.edu.cn/bioinf/plant-multi/). The protein secondary structure was predicted through SOPMA (https://npsa-prabi.ibcp.fr/cgi-bin/npsa_automat.pl?page=npsa_sopma.html) and protein tertiary structure was predicted using the I‐Tasser online prediction tool (https://zhanglab.ccmb.med.umich.edu/I-TASSER/) and SWISS‐MODEL (https://swissmodel.expasy.org/interactive).

### 2.3 Phylogenetic and Cis‐element analysis

Multiple sequence alignments of the TCP4 protein from Japanese apricot and other plants were performed using muscle alignment and the phylogenetic tree was constructed using the neighbor‐joining method in MEGA 7.0 (Kumar, Stecher, & Tamura, 2016).

The putative *cis*‐elements in the promoter region of the *Pm*TCP4 protein (1500 bp upstream) were annotated using the PlantCARE (http://bioinformatics.psb.ugent.be/webtools/plantcare/html/) database. The elements involved in different processes were summarized.

### 2.4 Detection of the polyclonal antibody against *Pm*TCP4 and western blot analysis

The equilibrium column was washed with PBS (10‐column volume) solution. Subsequently, the antibody‐containing serum was centrifuged at high speed and the supernatant was mixed with an equal volume of 2×PBS buffer; the ion concentration and pH was adjusted. The 10‐column was washed with PBS until no protein was detected in the effluent. Then two‐column volumes of 0.1 M citric acid (citrate acid, adjusted pH 2.7) were added and the flow‐tube was fixed and allowed to stand for 5 minutes to collect the permeate. This was repeated three times. Optical density (280 nm) was used to determine the antibody concentration and purity was determined through SDS‐PAGE. The eluted antibody was added to 2/5 volume of 1 M Tris (pH 8.0) and cut into the desired buffer using the Millipore protein concentrator, normally 2×PBS (containing 0.02% NaN3 and 1 mM EDTA). The purity of the antibody was then checked using SDS‐PAGE and stored at −20°C.

To examine the quality and specificity of the antibody for the ChIP‐Seq assay, a western blot analysis was carried out according to the method of Lee et al. (2016). The samples identical to ChIP‐Seq analysis were used for western blot analysis. Pistils of both cultivars were separated and homogenized and the proteins were extracted in SDS loading buffer. Extracted proteins were separated by running SDS‐PAGE and transferred to a nitrocellulose membrane. After electro‐blotting, proteins were stained with Ponceau solution and blocked with 5% non‐fat milk in 1×PBS for 1 h. Afterward, the membrane was immersed in 5% non‐fat milk with 1×PBS solution containing the primary antibody and was incubated overnight at 4 °C. The membrane was washed and protected with the secondary antibody against HRP‐conjugated goat polyclonal anti‐rabbit IgG (1:1000) for 1.5 h at room temperature. The membrane was washed three times and stained with Enhanced chemiluminescence (ECL) solution. Finally, the results were photographed using the VersaDoc Imaging System (BIO‐RAD).

### 2.5 ChIP‐Seq library preparation and data analysis

Based on previous studies (Shi et al., 2011; Wang et al., 2017), early‐mid December (December 12) was the key time for pistil abortion. Stage 3 (December 12) flower buds were used for ChIP‐Seq analysis. Pistils of both cultivars, DQD and LY, were dissected from flower buds and used for the ChIP‐Seq experiment following the method described by (Kaufmann et al., 2010). In both cultivars, 1.0 g of the pistils were collected and fixated/cross‐linked with 1% formaldehyde in a vacuum for 15 minutes and then homogenized to powdered form in liquid nitrogen. The chromatin was isolated and sonicated to shear the DNA into small fragments (200‐600 bp) using a Digital Probe Sonifier. The sonicated DNA samples were raised with a polyclonal antibody established against the TCP4 transcription factor produced by Synthgene Biotechnology Co., Ltd (China). Samples without the antibody treatment were used as a control. The DNA was purified and ChIP‐Seq libraries were constructed using a KAPA Hyper Prep Kit (KR0961; U.S.A.) following the manufacturer protocol. High‐throughput sequencing using an Illumina HiSeq 3000 Sequencer was performed by Genergy Co., Ltd (Shanghai, China) (Supplemental Figure S1).

The raw reads generated by ChIP‐Seq analysis were then aligned to the reference *P. mume* genome (https://www.ncbi.nlm.nih.gov/genome/?term=prunus%20mume) using the Bowtie aligner (bowtie ‐q  ‐p 48 ‐best ‐m 1 ‐v 2) (Langmead, Trapnell, Pop, & Salzberg, 2009) to match the number of reads to the genome. The experiment was performed as a control (without antibody) and antibody‐treated. MACS (Model‐based Analysis of ChIP‐Seq version 1.4.2) software (Zhang et al., 2008) with standard parameters was used for peak calling to locate the enriched regions of binding sites. Then, the genomic location of the peaks was determined using the *P. mume* database (link provided above) with the Python programming script. The binding peaks were sorted according to the following criteria: (I) if the binding sites exist in the gene body, then it will further be categorized to its location i.e. CDS, intron, exon, 3′ and 5′‐UTR, up2k, down2K, and intergenic region; (II) if the binding site is located in the 1000 bp upstream region and is known as a promoter region; and (III) if neither of these conditions were met then this peak is in an intergenic region. The detected peaks were visualized using the IGV (Integrated Genome Viewer version 2.5.0) genome browser (http://software.broadinstitute.org/software/igv/home). Motif analysis was performed based on the location of detected peaks and enrichment positions using MEME software (Bailey, Williams, Misleh, & Li, 2006). Some of the identified motifs were subjected to JASPAR to be distinguished from other known motifs in the plant transcription factor database.

### 2.6 GO and KEGG pathways enrichment analysis for peak‐associated genes

To analyze the primary biological functions, all peak‐associated genes were mapped to the GO (gene ontology) database (http://www.geneontology.org/) to categorize the genes or their product into different components; i.e., biological process (BP), cellular component (CC), and molecular function (MF) with a fold change ≥ 2 and FDR threshold ≤ 0.001 as a significant enrichment. The KEGG pathway (Kyoto Encyclopedia of Genes and Genomes) (https://www.genome.jp/kegg/pathway.html) with a corrected *p*‐value < .05 was defined as a significantly enriched pathway (Kanehisa et al., 2007). The Blast2GO program (version: v2.5.0) was used to obtained GO annotation and WEGO software (http://wego.genomics.org.cn/) for functional classification. The pathway‐based analysis was carried out to further understand the biological functions of these genes.

### 2.7 RNA extraction and quantitative reverse transcription PCR (RT‐qPCR)

The expression of selected candidate genes was confirmed using RT‐qPCR. Total RNA was extracted from the samples of both cultivars as previously described for the ChIP‐Seq experiment using the Foregene Nucleic Acid Extraction Kit (Foregene Co. Shenzhen, China), following the manufacturer protocol. The first‐strand cDNA was synthesized using Superscript II reverse transcriptase (Invitrogen, San Diego, CA, USA). Gene‐specific primers were designed using the Beacon Designer (version 7.0) software (Premier Biosoft, Palo Alto CA) (Supplemental File S10). RT‐qPCR was performed using the ABI‐7300 Real‐Time PCR system (Applied Biosystems, Foster City, CA, USA) and SYBR Green Master Mix (Toyobo, Osaka, Japan). The experiment was performed using the method described by (Guo et al., 2018a; Iqbal et al., 2020; Wu et al., 2019). Three technical repeats were performed for each biological repeat. The relative expression of the genes was calculated using the 2^−△△CT^ method.

## 3 RESULTS

### 3.1 Molecular characterization of the *Pm*TCP4 protein

The *Pm*TCP4 protein was characterized and had a molecular weight of 47.66 kDa with 439 amino acid (aa) and a theoretical pI of 6.79. Signal peptide and cleavage site prediction of the protein was performed by Signal 4.1. The results showed that the original cleavage site of amino acid residue signal peptide scores were small and did not exceed the 0.5 threshold (Supplemental Figure S2A). Thus, it showed that the *Pm*TCP4 protein does not have a signal peptide and predicted that this may be a non‐secreted protein. The hydrophobicity level of this protein was between −3.089 and 1.722 (Supplemental Figure S2B). It was also predicted that *Pm*TCP4 is a non‐transmembrane protein (Supplemental Figure S2C‐D). Subcellular localization of the *Pm*TCP4 protein was predicted. WoLF PSORT and Cell‐PLoc predicted that this protein is localized in the nucleus.

The secondary structure of the protein acts as a link between the primary and secondary structure of the protein and the prediction of the secondary structure provides more information related to the tertiary structure and function. Here, we used SOPMA online software to predict the *Pm*TCP4 secondary structure. The results showed that the protein secondary structure was comprised of 13.90% ɑ‐helix (Hh), 12.07% extended strand (Ee), 1.59% β‐turn, and 72.44% random coil (Cc). From this analysis, it is speculated that the main structural elements of the *Pm*TCP4 protein are random coils (Supplemental Figure S2E).

Protein tertiary structures are a complex three‐dimensional structure formed through winding and folding of the polypeptide chain based on the secondary structure. The protein tertiary structure formed through the interaction of side‐chain groups by the mean of secondary bonds. Based on the secondary structure of the protein, homology modeling prediction tools (SWISS‐MODEL and I‐Tasser) were used to predict the three‐dimensional structure of the *Pm*TCP4 protein. The SWISS‐MODEL successfully modeled the *Pm*TCP4 protein tertiary structure (Supplemental Figure S2F), while I‐Tasser predicted the highest‐ranking *Pm*TCP4 three‐dimensional structures (Supplemental Figure S2G).

### 3.2 Phylogenetic analysis and *Cis*‐elements in the promoter region of *Pm*TCP4

To determine the evolutionary relationship of *Pm*TCP4 in Japanese apricot and other plants, TCP4 sequences were collected and used to construct the phylogenetic tree using the neighbor‐joining (NJ) method in MEGA 7.0. Phylogenetic analysis showed that *Pm*TCP4 and TCP4 of several other plants belong to the same clades, suggesting that they might have similar biological functions (Supplemental Figure S3).

*Cis*‐elements have an important role in gene transcriptional regulation during different plant developmental processes. Therefore, to understand the transcriptional regulation of *Pm*TCP4, *cis*‐elements in the promoter region of the *Pm*TCP4 were identified. Many common *cis*‐elements, such as CAAT‐box, TATA‐box, and other elements, were identified in the promoter region of *Pm*TCP4 (Supplemental Figure S4). These *cis*‐elements were involved in a variety of processes, such as light‐responsive elements, meristem expression, gibberellin‐responsive elements, anaerobic induction elements, low‐temperature responsiveness, salicylic acid responsiveness, auxin‐responsive elements, and MeJA responsiveness. Therefore, it might be speculated that *Pm*TCP4 is involved in a variety of environmental and developmental changes and processes that shows its specific role in plant development.

### 3.3 ChIP‐Seq libraries and peaks detection

Prior to ChIP‐Sequencing, the quality and specificity of the antibody was checked. Pistils of DQD and LY were used to validate the expression or specificity of the *Pm*TCP4 protein through western blot analysis (Supplemental Figure S5). 

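PmTCP4 ChIP-Seq was run on pistils dissected from stage 3 flower buds (December 12) of DQD and LY. TCP4 is a transcription factor of the TCP family, and DNA bound to it was recovered with an antibody and compared with control DNA prepared without antibody. The experiment comprised 12 libraries, an antibody-treated (ChIP) library and a control library for each of 3 biological replicates of each cultivar. The paper's Table 1 gives reads summed over the replicates. In DQD, 42034200 control reads and 15325300 ChIP reads were mapped, which is 84.1% and 38.9% of the clean reads. In LY, 35257642 control reads and 6355283 ChIP reads were mapped, which is 86.2% and 21.8% of the clean reads. The LY ChIP libraries were therefore the shallowest, and 70.7% of their raw reads were kept as clean reads against 95.03% for the DQD ChIP libraries.
The values used here come from a table of peak-associated genes deposited by the authors for each cultivar. Each line pairs a gene and its sequence with the MACS peak assigned to it, giving the peak's position, the pileup of reads at its summit, its fold enrichment over the control, and the -log10 of its p-value and q-value. All of these are the authors' values. No column or line names a library, so no error between replicates can be given. The lines fall into 3 sorted runs, of 94, 203 and 239 peaks in DQD and of 117, 42 and 17 peaks in LY, and a gene appears only once per table. In DQD, the nuclear peaks of the runs had median control levels of 4.63, 1.97 and 2.31 reads. In LY, the deposited peak names have a prefix of their own in each run (L, L1 and L2) and numbers that restart, which go up to 336, 68 and 33, so the runs look like separate peak calls. Whether these are calls of the replicates was not given in the sources used here, and the runs were not assigned to replicates. The control level under each peak was computed from the pileup and the fold enrichment as (pileup + 1)/fold - 1. A Poisson distribution with that mean gave the deposited -log10 p-value within 0.1% for all 536 DQD peaks and all 176 LY peaks. The control level is thus the background the pileup was set against, and not a count of control reads at the peak. Its lowest value in the first LY run, 1.02, recurs at many peaks. Positions are those of the P. mume reference used by the authors, with chromosomes 1 to 8 in the order of Fig. 1. The name of the build was not given in the sources used here. Gene names were looked up among the 30962 genes of another P. mume assembly (ASM2933915v1), where 669 of 720 DQD names and 213 of 251 LY names were found, and no coordinates of that assembly were used.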

ChIP‐Seq libraries were constructed from the pistils of *P. mume* cultivars DQD and LY. After crosslinking the samples, chromatin was isolated and sonicated to a suitable fragment size for sequencing analysis. Afterward, the ChIP‐Seq libraries were constructed and high‐throughput sequencing was performed. In DQD ChIP‐Seq libraries, a total of 41.5 million raw reads were obtained for antibody‐treated samples and 51.2 million raw reads for the control samples of three biological replicates. Similarly, in LY ChIP‐Seq libraries, we obtained a total of 41.3 million raw reads for antibody‐treated samples and 42.0 million raw reads for the control samples of three biological replicates (Table 1; Supplemental File S1).

**TABLE 1:** Summary of ChIP‐Seq reads from twelve different libraries matched to the *Prunus mume* genome

Name of cultivar	Sample type	Raw reads	Clean reads	Genome mapped reads
Daqiandi	Control	51287674	49971091	42034200
	Anti‐body treated	41501250	39437936	15325300
Longyan	Control	42036358	40915584	35257642
	Anti‐body treated	41328049	29205209	6355283

Raw reads obtained from ChIP‐Seq were aligned to the *P. mume* reference genome using Bowtie software (bowtie ‐q ‐p 48 ‐best ‐m 1 ‐v 2) to match the reads to the genome. Several peak detecting procedures were used on ChIP‐Seq data sets. MACS was used for peak calling analysis to identify the enrichment binding sites. MACS identified 1049 enriched unique peaks in DQD (Supplemental File S2) and 471 enriched unique peaks in LY (Supplemental File S3) with a *p‐value* < .05. 

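By p-value, the strongest DQD peaks lay on the plastid sequence and the strongest LY peaks on nuclear chromosomes. In DQD, the peak with the smallest p-value covered positions 80983 to 81178 of the plastid sequence at rpl14 and rpl16, which encode proteins of the plastid ribosome (fold enrichment 2.87, -log10 p-value 140.5). It was followed by a peak at 56668 to 56997 assigned to atpB, accD and rbcL, the last of which encodes the large subunit of Rubisco. The strongest nuclear DQD peak lay on chromosome 3 from 15798166 to 15798476 at 2 tRNA genes (fold enrichment 2.24, -log10 p-value 66.2). Its control level was also deep, at 261 reads, and 60.5% of the 31-base words of TRNAD-GUC, 1 of the 2 genes and named after the list was read, occurred in listed plastid genes. In LY, the peaks with the smallest p-values lay at LOC103328220, which encodes a 70 kDa heat shock protein (chromosome 4, 7140521 to 7140759), at the uncharacterized LOC103322884 (chromosome 2, 30610898 to 30611072) and at LOC103328786, which encodes a pentatricopeptide repeat protein (chromosome 4, 14119627 to 14119795). Their control levels were deep too, at 273, 52.7 and 122 reads, where the nuclear peaks of their run had a median of 1.36 reads. The strongest LY plastid peak covered 74166 to 74302 at psbB, psbH, psbN, psbT and clpP (fold enrichment 4.21, -log10 p-value 48.0).
The lists held 16 plastid and 520 nuclear peaks in DQD and 13 plastid and 163 nuclear peaks in LY. Plastid peaks were tall in both the ChIP and the control. Their median pileup in DQD was 832.5 reads over a median control level of 433 reads, a median fold enrichment of 2.06. Nuclear DQD peaks had a median pileup of 12 reads over a control level of 2.28 reads, a median fold enrichment of 3.79. The contrast was smaller within the first run, which held 15 of the 16 plastid peaks but 79 of the 520 nuclear ones, with a median fold enrichment of 1.92 at plastid and 3.04 at nuclear peaks. In LY, the median pileup was 229 reads at plastid peaks (fold enrichment 1.80) and 9 reads at nuclear peaks (fold enrichment 4.17). At the 15 DQD plastid peaks of the first run, the control level was 47.9 to 199 times the median of the nuclear peaks of that run. The plastid share of the peaks was 2.99% in DQD (95% Clopper-Pearson interval 1.72 to 4.80%) and 7.39% in LY (3.99 to 12.3%), a difference with p = 0.0151 (two-sided Fisher's exact test over peaks, which are not replicates). Within each cultivar the plastid share differed between runs. In DQD, plastid peaks were 15 of 94 in the first run and 1 of 203 in the second. In LY, they were 7 of 117 and 6 of 42. The runs of the 2 cultivars are not matched to each other. As a gene is listed once per table, a plastid peak of a later run can also go unlisted. The pooled difference thus depends on how many peaks of each run a list holds, and does not show a higher plastid share in LY. Among the peaks with p-values below the median of their list the plastid share was 5.22% in DQD and 13.6% in LY. Plastid peaks had the smaller p-values, with a median -log10 of 66.5 against 5.80 at nuclear peaks in DQD and 16.7 against 5.55 in LY. Choosing peaks by p-value therefore raises the plastid share. A q-value under 0.05 was given to 480 of the 536 DQD peaks and 128 of the 176 LY peaks. The intervals cover counting error only.

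**Figure D1:**
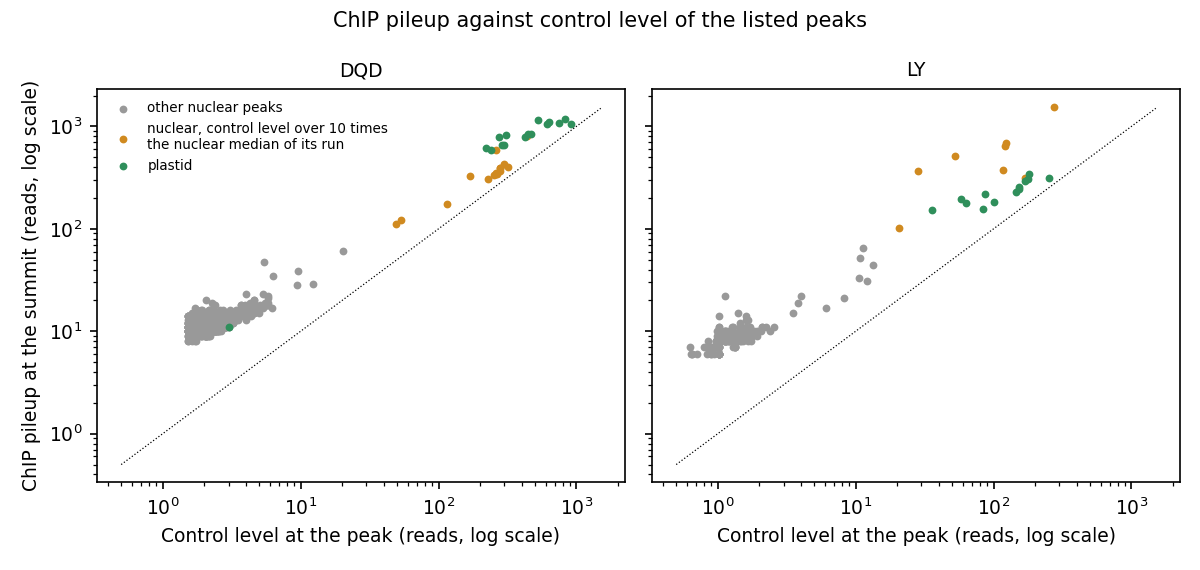
Pileup of ChIP reads at the summit of each listed peak (vertical axis, reads, log scale) against the control level at that peak (horizontal axis, reads, log scale) in DQD and LY. Each point is a peak and the dotted line marks equal values. All but 1 of the 16 DQD plastid peaks lie at control levels above 200 reads, while most nuclear peaks lie at control levels of a few reads.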

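Peaks with an assigned gene were spread over all 8 chromosomes, unplaced scaffolds and the plastid sequence in both cultivars. Chromosome 2, the one with the most annotated genes, held the most in each list, with 107 peaks and 140 genes in DQD and 29 peaks and 37 genes in LY. In DQD, the other chromosomes held between 41 peaks (chromosome 8) and 59 peaks (chromosome 1). In LY, they held between 9 peaks (chromosome 8) and 22 peaks (chromosomes 1 and 4). Unplaced scaffolds held 52 DQD and 20 LY peaks. The plastid sequence, with 49 DQD and 45 LY genes, held far more listed genes than its 132 annotated genes among 30962 would give, 2.85 in DQD (Fisher's exact test, adjusted p = 8.39e-46) and 0.908 in LY (adjusted p = 4.13e-63). With genes placed as in the reference assembly, chromosome 5 held fewer DQD genes than its share, 62 where 83.7 would be given (Fisher's exact test, adjusted p = 0.0453), and chromosome 3 fewer LY genes, 12 where 24.5 would be given (adjusted p = 0.0268). No gene of the mitochondrial sequence was listed. The tests were two-sided and ran over the genes whose names were found in the reference assembly, with Benjamini-Hochberg adjustment over chromosomes, gene types and both cultivars. Against protein-coding genes alone, only the plastid passed the threshold in either cultivar.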

The distribution of detected peaks for *Pm*TCP4 in both cultivars was visualized using IGV software (Figure 1).

**FIGURE 1:**
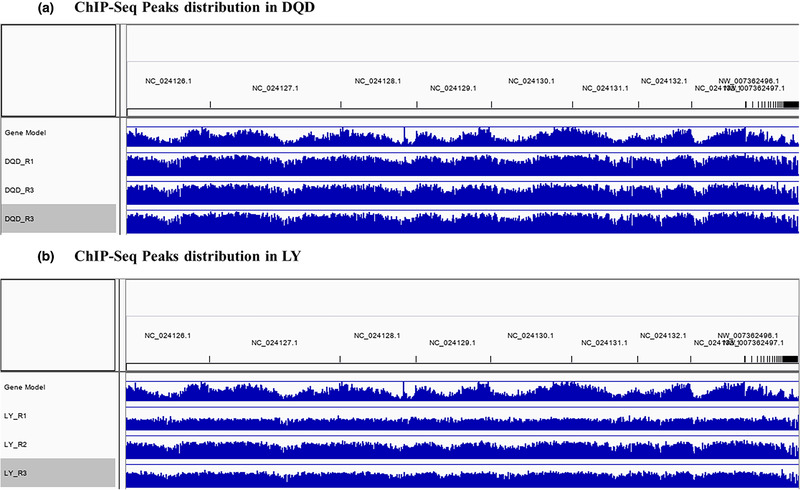
An overview of ChIP‐Seq peak distribution in the *Prunus mume* genome chromosomes. (a) Distribution of ChIP‐Seq peaks throughout *P. mume* chromosomes in cultivar Daqiandi (b) Distribution of ChIP‐Seq peaks throughout *P. mume* chromosomes in cultivar Longyan

### 3.4 Genomic location of ChIP‐Seq peaks and their associated genes regulated by *Pm*TCP4 transcription factor

The genomic location of the detected peaks of DQD and LY were identified using a custom Python (v 3.7.4) programming script from the *P. mume* genome annotation. We found that a significant number of peaks were located in the promoter region. In DQD, peaks were located as in the intergenic region (42%), Up2K/Promoter region (30%), Down2K (24%), intron (17%), CDS (8%), 3‐UTR (2%), and 5‐UTR (1%). Similarly, in LY, peaks were located in the intergenic region (59%), Up2K/Promoter region (18%), Down2K (15%), intron (12%), CDS (17%), 3‐UTR (3%) and 5‐UTR (0.4%) (Figure 2). Furthermore, these peaks were also found to be located adjacent to the transcription start site (Figure 3a). Moreover, ChIP‐Seq data identified 720 and 251 potential peak‐associated genes in DQD and LY, respectively (Supplemental Files S4 and S5), that were regulated by the *Pm*TCP4 transcription factor (Figure 3b).

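The 2 lists shared 50 genes, and 39 of them were plastid genes. These included genes of the plastid ATP synthase, of the photosystems and of the plastid RNA polymerase, together with rbcL, matK, ycf1 and ycf4. The other 11 shared genes lay on nuclear sequences. Among them were LOC103323973, which encodes argonaute 10, a small RNA-binding protein known for its role in shoot meristems (fold enrichment 3.89 in both lists), and LOC103322420, which encodes GCN2, a kinase that restrains translation under amino acid shortage. In LY, the peak of LOC103322420 had a pileup of 6 reads over a control level of 1.02 reads. Its -log10 q-value was 0.840, which does not pass the q-value threshold of 0.05. LOC103319059 (a nucleolar GTP-binding protein), LOC103331038 (an Lr10-like kinase), LOC103322589 (an acyl-activating enzyme) and the uncharacterized LOC103336886 were also in both lists. The peaks of DQD and LY overlapped at only 1 of these 6 genes, LOC103336886 on chromosome 7 (3247570 to 3247950 in DQD and 3247603 to 3247772 in LY, fold enrichment 4.00 and 5.27). The remaining 5 shared nuclear genes lay at peaks over deep control signal in DQD, LY or both. LOC103344104, TRNAQ-UUG, TRNAR-UCU and TRNAS-GCU lay together on the short scaffold NW_007363035.1, and TRNAC-GCA on chromosome 3. At least 74.5% of the 31-base words of each of those on the scaffold also occurred in the listed plastid genes.
Of the genes with names in the reference assembly, 45 were in both lists, where 4.60 would be shared by independent lists (one-sided Fisher's exact test, p = 3.01e-31). For plastid genes alone the overlap was 39 against 16.7 (same exact test, p = 7.13e-18). For nuclear genes it was 6 against 3.39 (same exact test, p = 0.125), which did not pass the threshold. Plastid genes made up 6.81% of the DQD list and 17.9% of the LY list, 17.2 and 49.6 times the number given by their share of the reference (one-sided Fisher's exact test, p = 3.81e-47 and p = 9.40e-65). Protein-coding genes numbered 624 in DQD and 211 in LY. The rest were 33 pseudogenes, 30 long non-coding RNAs, 26 tRNAs and 7 other RNAs in DQD, and 7, 14, 18 and 1 in LY. Of the shared nuclear genes, all but LOC103322589 and LOC103344104 were named after the overlap was seen. Genes at 1 peak are not independent of each other, so these p-values are smaller than the number of peaks alone would give.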

**FIGURE 2:**
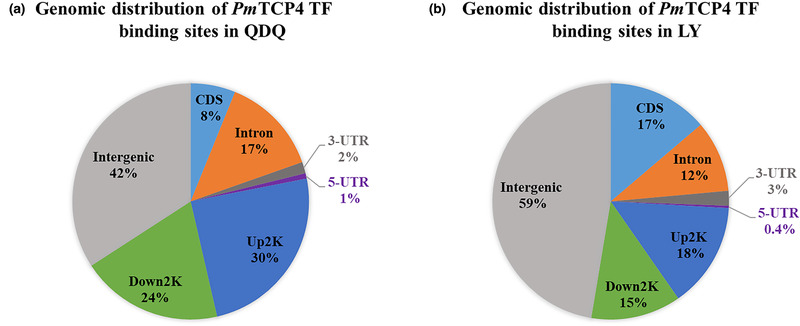
An overview of the genomic distribution of *Pm*TCP4 transcription factor binding sites. (a) The pie chart shows the genomic distribution of ChIP‐Seq peaks for the *Pm*TCP4 transcription factor binding sites associated with its genome in cultivar Daqiandi (b) The pie chart shows the genomic distribution of ChIP‐Seq peaks for the *Pm*TCP4 transcription factor binding sites associated with its genome in cultivar Longyan

**FIGURE 3:**
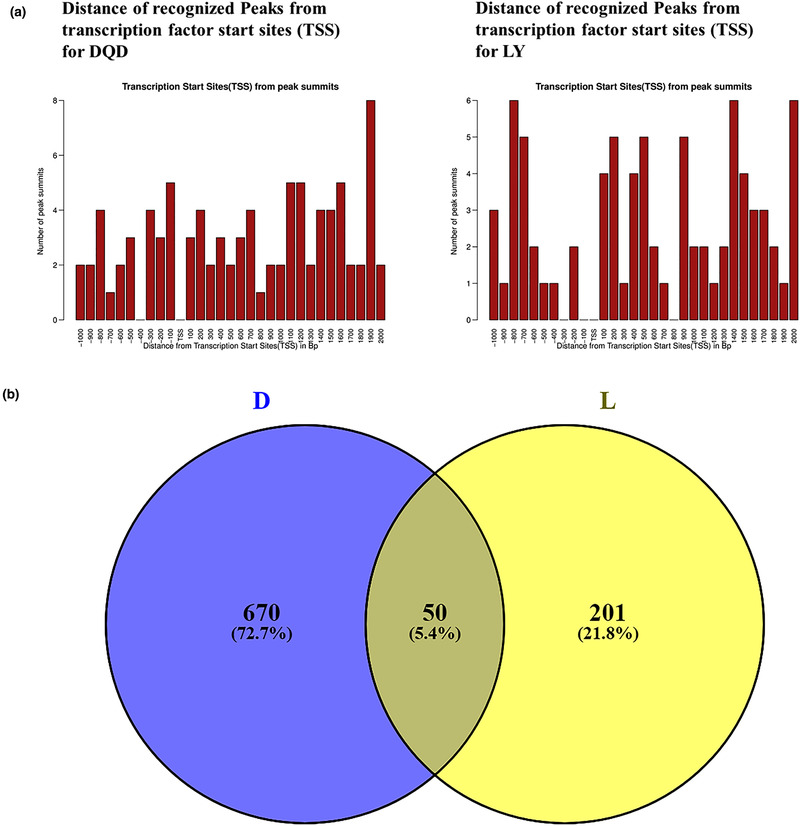
Highly enriched regions of *Pm*TCP4 transcription factor binding sites and their peak‐associated genes. (a) The distance between transcription factor start sites (TSS) and MACS peak summits for genome associated peaks. This figure shows the peaks found up to 1000 bp upstream and 2000 bp downstream of TSS in Daqiandi (DQD) and Longyan (LY) and are highly enriched in the promoter region (b) Venn‐diagram of peak‐associated genes in DQD and LY cultivars of Japanese apricot

### 3.5 Motif analysis

Motif analysis was performed using MEME software. For MEME analysis, the most enriched peaks of both cultivars were used. The motif analysis discovered five new motifs for DQD, in which motif‐3 matched with the *SOC1* motif in the plant transcription factor binding motifs database of JASPAR CORE plants (Sandelin, Alkema, Engström, Wasserman, & Lenhard, 2004). Similarly, in LY, 5 novel motifs were discovered but no one was matched to the JASPAR CORE database (Supplemental Figure S6).

### 3.6 GO and KEGG functional enrichment analysis for peak‐associated genes

To understand the biological functions of downstream genes during pistil abortion in the Japanese apricot, GO functional enrichment analysis was performed, using a *p*‐value ≤ .05 as a threshold. In DQD, the GO enrichment analysis identified 209 enriched functional classes for biological process, which primarily were: regulation of cellular component size, regulation of actin filament‐based process, and JAK‐STAT cascade. The cellular component recognized 54 enriched functional classes and were primarily: cytoplasmic microtubule, cytoskeletal part, and intracellular non‐membrane‐bounded organelle. 

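The DQD list held 11 genes named for the cytoskeleton, each at a separate peak. Of these, 5 encode kinesins or kinesin-like proteins, the motors that move along microtubules. They include LOC103323266 and LOC107880721, related to the phragmoplast orienting kinesins that place the new cell wall in dividing plant cells (chromosome 2, 33265676 to 33265885, fold enrichment 3.14, and chromosome 3, 20766482 to 20766876, fold enrichment 3.92). LOC103334078, a kinesin-like calmodulin-binding protein, had the tallest of the 11 peaks, with a pileup of 61 reads on chromosome 6 (1360564 to 1360721). Its fold enrichment, 2.89, was the lowest of the set. Its control level was 20.4 reads, where the nuclear peaks of its run had a median of 4.63 reads. Genes of actin filaments included LOC103332029, which encodes actin-7 (chromosome 1, 14509950 to 14510138, fold enrichment 4.56), LOC103328750, which encodes a subunit of the Arp2/3 complex that branches actin filaments (fold enrichment 3.41), and the formin-like genes LOC103334662 and LOC103341319. LOC103325219 encodes the microtubule-associated protein AIR9 and LOC103339568 a myosin-binding protein. The fold enrichment of the 11 genes had a median of 3.50, and 9 of them lay at peaks with a q-value under 0.05. LOC103334662 and LOC103325219 did not. In LY, 2 cytoskeleton genes were listed. As shares of the nuclear genes of each list, 1.64% in DQD and 0.971% in LY did not differ detectably (two-sided Fisher's exact test, p = 0.743, adjusted p = 1 over 20 nuclear gene sets). Product names that contain actin only inside another word, such as interacting, were left out after the names were read, and LOC103341319 and LOC107880721 were named beyond the first 8 symbols of the set.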

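The set of names for phosphatidylinositol kinases and phosphatases took 2 of the 720 DQD genes. LOC103343076, which encodes the phosphoinositide phosphatase SAC1, lay at a peak on scaffold NW_007362527.1 (88945 to 89320) with a pileup of 15 reads and a fold enrichment of 5.41. The other, LOC103342313, encodes a subunit of the enzyme that starts the synthesis of glycosylphosphatidylinositol anchors (scaffold NW_007362500.1, 440168 to 440318, fold enrichment 3.38). LOC103336211, named after the list was read, encodes a type IV inositol polyphosphate 5-phosphatase (chromosome 6, 17753086 to 17753291, fold enrichment 3.71). No product name of a DQD gene matched the patterns for a phosphatidylinositol kinase or a protein tyrosine phosphatase, which can miss names written in other ways. Inhibitor proteins, for which no set was fixed, included LOC103339928, related to cyclin-dependent kinase inhibitor 7 (chromosome 8, 9734943 to 9735157, fold enrichment 3.29), and LOC103320435, which encodes BRI1 kinase inhibitor 1, a repressor of brassinosteroid signalling (chromosome 2, 10091514 to 10091814, fold enrichment 3.62). The last of these was also picked after the list was read. All of these peaks had a q-value under 0.05. The genes were found by their product names, without gene ontology terms, and no test against the genome was made because the reference names carry no product terms for the nuclear sets.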

The molecular function covered 27 enriched classes and associated enrichment terms were: protein tyrosine phosphatase activity, phosphatidylinositol 3‐kinase activity, and enzyme inhibitor activity (Figure 4a; Supplemental File S6). In LY, the GO enrichment analysis identified 66 enriched functional classes for biological process through which most enriched terms were: cellular component organization or biogenesis, single‐organism developmental process, and embryonic organ development. 

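The LY list held plastid genes of the RNA polymerase, which transcribes plastid genes, and of tRNAs. Of the 4 genes of the plastid RNA polymerase, rpoA, rpoB and rpoC1 were listed (one-sided Fisher's exact test, adjusted p = 2.84e-06). The gene rpoA lay with petB and petD at 79742 to 80030 of the plastid sequence. Plastid tRNA genes, which serve translation in the plastid, numbered 13 of the 37 plastid tRNA and rRNA genes (same exact test, adjusted p = 3.29e-18), at 7 peaks. Nuclear genes of complexes were listed as well, and no list of them was fixed beforehand. LOC103329010, named after the list was read, encodes the 60S ribosomal protein L27 (chromosome 4, 15924183 to 15924391, fold enrichment 3.50, q-value not under 0.05). LOC103335167 has the product name of a 95 kDa subunit of kinesin-II (chromosome 1, 18009201 to 18009405, fold enrichment 4.92). LOC103326909 encodes an actin-binding protein (chromosome 3, 19937029 to 19937160, fold enrichment 4.23). The tests covered 10 plastid gene sets in each cultivar against all the reference names. As 45 of the 132 plastid genes of the reference were in the LY list, a small p-value does not set tRNA or RNA polymerase genes apart from other plastid genes. Genes that share a peak were counted separately.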

The cellular component recognized 36 enriched functional classes and primarily were: macromolecular complex, cell, and cilium. The molecular function covered 6 enriched classes and associated enrichment terms were: structural molecule activity, binding, and extracellular matrix structural constituent (Figure 4b; Supplemental File S7).

**FIGURE 4:**
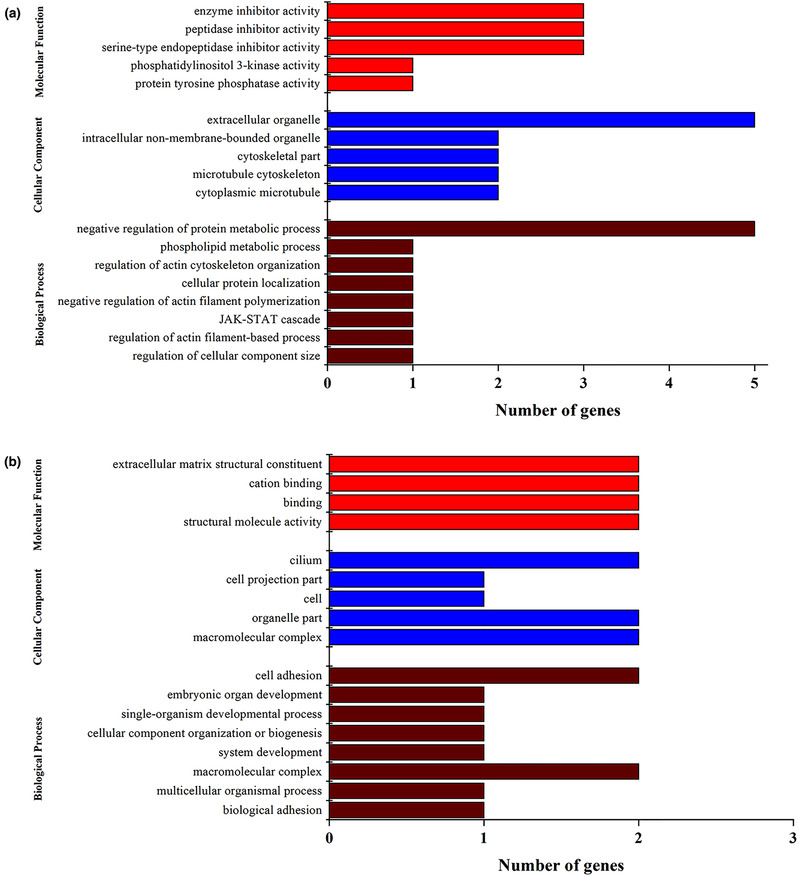
Gene ontology distribution of peak‐associated genes. (a) shows the GO‐terms of cultivar Daqiandi (b) shows the GO‐terms of cultivar Longyan

In KEGG pathway analysis, a total of 20 enriched pathways were identified in DQD (Supplemental File S8) and 7 enriched pathways were identified in LY (Supplemental File S9). The five significant enriched pathways were photosynthesis, photosynthesis proteins, oxidative phosphorylation, pyruvate metabolism, and fatty acid biosynthesis and were common in both cultivars (Figure 5). 

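Of the genes that Table 2 gives for pyruvate metabolism and fatty acid biosynthesis, accD and LOC103322589 were in both lists. The plastid gene accD encodes a subunit of acetyl-CoA carboxylase, which makes the malonyl-CoA used for fatty acids. In LY it lay at a peak from 56686 to 56997 with a pileup of 194 reads and a fold enrichment of 3.28. It was the only Table 2 gene of pyruvate metabolism in the LY list, and in DQD it was 1 of 8 found. The nuclear LOC103322589 encodes an acyl-activating enzyme. Its DQD and LY peaks lay apart on chromosome 2, at 27893920 to 27894223 and at 27909570 to 27909702 (fold enrichment 3.43 and 4.71). The other 7 DQD genes of pyruvate metabolism were nuclear, with pileups of 10 to 16 reads. They included a pair of phosphoenolpyruvate carboxylases, LOC103326102 and LOC103328478, which fix carbon into oxaloacetate, and LOC103335532, a phosphoenolpyruvate carboxykinase, which runs the reverse step. LOC103330440 encodes acetyl-CoA synthetase (chromosome 4, 23776120 to 23776333, fold enrichment 3.62) and LOC103321348 a lactate dehydrogenase (chromosome 2, 13832516 to 13832799, fold enrichment 4.21). All but LOC103326102 lay at peaks with a q-value under 0.05. A set of product names for these pathways, written beforehand and not the same as Table 2, took 6 DQD and 0 LY nuclear genes, a difference that did not pass a two-sided Fisher's exact test (p = 0.345, adjusted p = 1).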

The genes related to these pathways have (or are near) binding sites for *Pm*TCP4.

**FIGURE 5:**
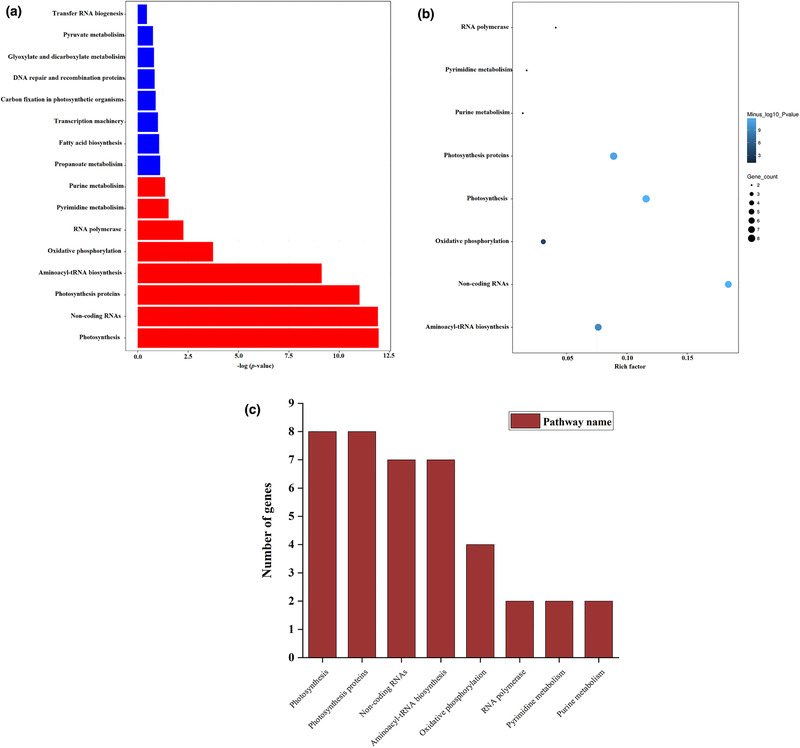
Common significantly enriched pathways. (a) A histogram shows a significant enriched pathway‐level based on –log(*p*‐value) (b) The bubble chart represents the pathway significance level. The size of the bubble shows the significance level (c) The number of genes in the significantly enriched pathway

In the present study, the results revealed that three pathways, including photosynthesis (pmum00195), photosynthesis protein (pmum00194), and oxidative phosphorylation (pmum00190), were significantly enriched during pistil abortion in both cultivars. 

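The genes behind the photosynthesis pathway were mostly plastid genes, and several lay at the same peak. In DQD, 14 of the 16 photosynthesis genes of Table 2 were plastid genes, at 11 peaks counted with those of the nuclear genes. In LY, 17 of the 18 listed ones were plastid genes, at 12 peaks. Of the 18 DQD genes of oxidative phosphorylation, 9 were plastid genes and 5 were nuclear genes at peaks whose control level was over 10 times the nuclear median of the run. The remaining 4 were at other nuclear peaks, and the 18 genes lay at 15 peaks in all. The plastid ATP synthase, which makes ATP from the proton gradient of the thylakoid, had 5 of its 6 genes in both lists (one-sided Fisher's exact test, adjusted p = 9.12e-08 in DQD and 3.51e-10 in LY). The cytochrome b6/f complex, which links the photosystems, had 4 of 6 genes in DQD and 3 in LY (exact test, adjusted p = 6.26e-06 and 1.05e-05). Photosystem II, which splits water, had 4 of 15 genes in DQD and 9 in LY (exact test, adjusted p = 0.000348 and 1.41e-15). The photosystem I genes psaI and ycf4 were listed out of a set of 7 in each cultivar (exact test, adjusted p = 0.0107 and 0.00121). No gene of nuclear photosynthesis or light harvesting as listed beforehand was found in either cultivar, while LOC103342490, a lumenal subunit of the photosynthetic NDH complex given in Table 2, was in the DQD list.
Along the plastid sequence, 11 of the 13 LY peaks overlapped a DQD peak by at least 1 base. The DQD peaks covered 6.53% of the 111928 bases between the outermost peaks. Rotating the LY peaks along that span gave 1.52 overlaps on average, and 11 overlaps were reached in a share of 0.00346 of 111927 rotations. The exact tests were made against all the reference names, with the genes of 1 peak counted separately. Of the 132 plastid genes of the reference, 49 were in the DQD list and 45 in the LY list. A small p-value therefore does not set a complex apart from the plastid genes as a whole, and no test was made among plastid genes alone. The fold enrichment of the listed photosynthesis genes had a median of 1.87 in DQD and 1.85 in LY. From the lower expression of such genes in DQD than in LY, the paper proposes that they might play an important role in pistil abortion.

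**Figure D2:**
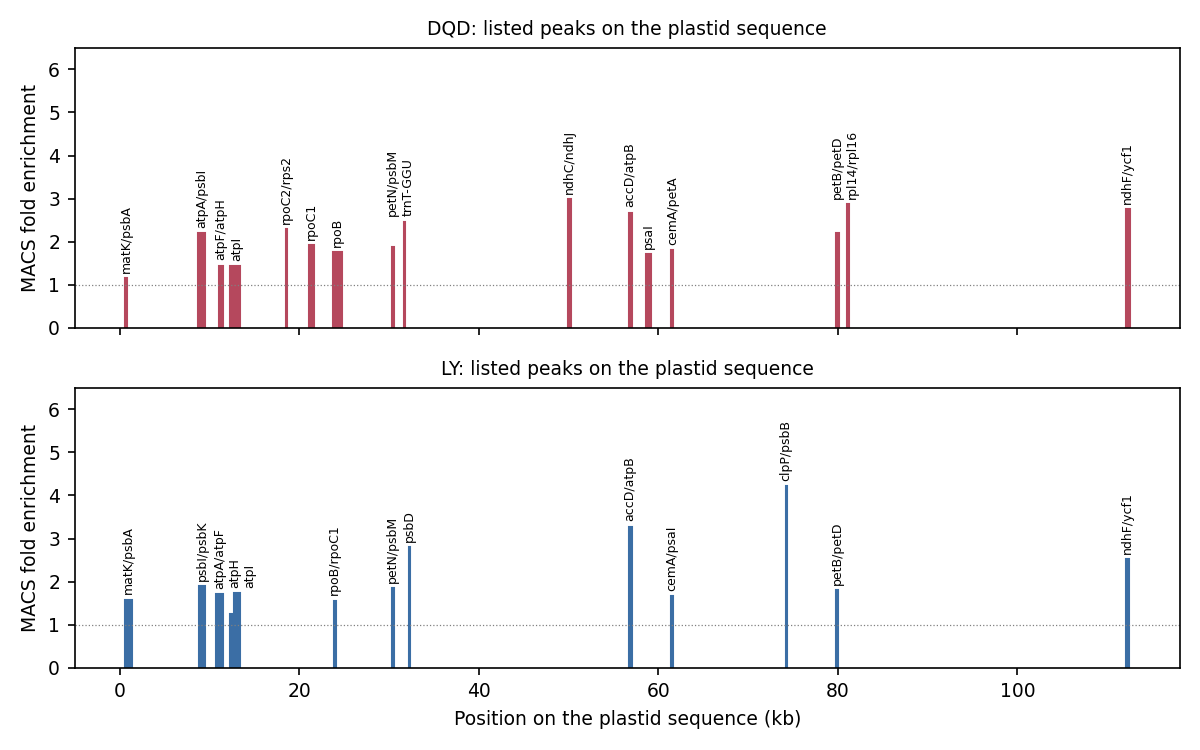
Fold enrichment of the listed peaks on the plastid sequence (vertical axis, MACS fold enrichment over the control) by position (horizontal axis, kb) in DQD and LY. Each bar is a peak, drawn at its width and marked with up to 2 of its genes, and the dotted line marks a fold enrichment of 1. The 16 DQD and 13 LY peaks sit mostly at matching positions, and clpP/psbB in LY has the tallest bar.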

All identified genes associated with these pathways were downregulated (Table 2).

**TABLE 2:** Common enriched pathways for peak‐associated genes in cultivars Daqiandi and Longyan

Pathway ID	Pathway name	Differently expressed gene symbols	FDR
Daqiandi			
pmum00195	Photosynthesis	atpA, atpF, atpH, atpI, LOC103344104, petA, petB, petD, petN, psaI, psbA, psbI, psbK, psbM, atpB, LOC103342490	7.07×10^−16^
pmum00194	Photosynthesis proteins	atpA, atpF, atpH, atpI, LOC103344104, petA, petB, petD, petN, psaI, psbA, psbI, psbK, psbM, atpB, LOC103342490	3.17×10^−14^
pmum00190	Oxidative phosphorylation	atpA, atpF, atpH, atpI, LOC103344104, ndhF, atpB, LOC103335303, LOC103342942, LOC107881883, LOC107881951, LOC103331497, ndhC, ndhJ, ndhK, LOC103320535, LOC103323534, LOC103327611	7.14×10^−3^
pmum00620	Pyruvate metabolism	LOC103321348, LOC103337187, LOC103325935, LOC103330440, LOC103335532, LOC103339581, accD, LOC103326102, LOC103328478	2.25×10^−1^
pmum00061	Fatty acid biosynthesis	accD, LOC103322589	9.54×10^−1^
Longyan			
pmum00195	Photosynthesis	atpA, atpF, petN, psbA, psbM, atpH, atpI, LOC103344104, LOC107880548, psaI, psbI, psbK, atpB, psbB, psbD, psbH, psbT, petB, petD	7.07×10^−16^
pmum00194	Photosynthesis proteins	atpA, atpF, petN, psbA, psbM, atpH, atpI, LOC103344104, psaI, psbI, psbK, atpB, psbB, psbD, psbH, psbT, petB, petD	3.17×10^−14^
pmum00190	Oxidative phosphorylation	atpA, atpF, atpH, atpI, LOC103344104, ndhF, LOC103335651	7.14×10^−3^
pmum00620	Pyruvate metabolism	accD	2.25×10^−1^
pmum00061	Fatty acid biosynthesis	accD, LOC103322589	9.54×10^−1^

### 3.7 Dynamic expression of genes identified by ChIP‐Seq

To analyze the gene regulatory network of a transcription factor, it is necessary to study the expression pattern of the genes. In this study, twelve genes related to photosynthesis and oxidative phosphorylation pathways were selected to observe the expression level in two cultivars. RT‐qPCR results revealed highly downregulated expression in DQD when compared to LY, as determined by ChIP‐Seq analysis (Supplemental Figure S7).

## 4 DISCUSSION

Japanese apricot (*Prunus mume* Seib. et. Zucc) is an important fruit and ornamental plant with great economic importance as a preserved or value‐added product (Ni et al., 2018). Flower development is an important stage of plant growth and development and is affected by various environmental and genetic factors. In the flower, pistil development plays a substantial role during fruit formation and development, which ultimately contributes toward plant yield. Many flower responsive genes and transcripts have been identified in previous studies (Wollmann, Mica, Todesco, Long, & Weigel, 2010). Recently, ENCODE (Encyclopedia of DNA Elements) used different human cell lines to generate ChIP‐Seq data sets for a large number of transcription factors to identify genome‐wide functional and regulatory DNA elements throughout the genome (Consortium, 2012; Gerstein et al., 2012). In *Arabidopsis*, a large number of transcription factor binding sites have been identified using ChIP‐Seq (Immink et al., 2012; Oh et al., 2009). Several miRNAs have been reported to play a substantial role in regulating floral organ development (Luo, Guo, & Li, 2013). In *Arabidopsis*, TCP4, a target of miR319a, is critical for petal growth and anther development (Nag et al., 2009). Our previous study demonstrated the role of TCP4 during pistil abortion in Japanese apricot (Wang et al., 2017). Therefore, in this study, to identify *Pm*TCP4 binding sites and downstream genes in Japanese apricot during pistil abortion, a combination of experimental and bioinformatics approaches was used. To our knowledge, this is the first‐ever report to study the role of *Pm*TCP4 binding sites during pistil abortion in Japanese apricot using the ChIP‐Seq technique.

In this study, the pistils of *P. mume* cultivars DQD and LY were used for a ChIP‐Seq experiment with a specific antibody. The analysis of ChIP‐Seq libraries identified 1049 and 471 highly enriched peaks for DQD and LY, respectively, using MACS software at a significance level of *p *< .05. 

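Each listed peak was assigned at least 1 gene. A gene appears only once per table, so the counts per peak may miss genes listed at another peak. In DQD, 383 peaks had 1 gene, 137 had 2 and 16 had 3 or more, with 7 at the richest peaks. The DQD peaks with 7 genes were both on the plastid sequence. The peak at 8734 to 9512 was assigned atpA, psbI and psbK with 4 tRNA genes. In LY, 128 peaks had 1 gene, 33 had 2 and 15 had 3 or more, with at most 6, again on the plastid sequence. Plastid peaks were assigned 3.06 genes on average in DQD and 3.46 in LY, and nuclear peaks 1.29 and 1.26. Nuclear peaks with several genes included the DQD peak at 4820544 to 4820891 of chromosome 2, assigned to the MADS-box genes LOC103319497 (AGL24-like) and LOC103319503 (JOINTLESS-like), which belong to a family of floral regulators. The median peak length was 237 bases in DQD and 182 bases in LY. Where a peak lies within a gene model was not analysed here, because no annotation of the build was used.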

A significant number of these peaks were associated with the *P. mume* gene model. We found that in both cultivars, a significant number of the peaks were located in the promoter region of the *P. mume* gene model and are consistent with a previous study (Shamimuzzaman & Vodkin, 2013). These results suggested that the majority of DNA‐protein interactions identified in the ChIP‐Seq experiment are relevant and the function of these binding sites have significant importance in the enrichment of GO annotations among *Pm*TCP4 targets. In MEME analysis, the highly enriched peaks of promoter regions were selected in DQD, and five common DNA motifs were found, from which one of the motifs matched to *SOC1*. In LY, we also found five common DNA motifs, but no motifs matched other species.

In DQD and LY, the GO terms found in different developmental processes that are largely involved in plant growth and organ development were previously reported in flower and organ development in plants (Habu & Tao, 2013; Shearman et al., 2013). In our study, the KEGG analysis identified 20 enriched pathways for DQD and 7 enriched pathways for LY. In both cultivars, five pathways, including photosynthesis, photosynthesis proteins, oxidative phosphorylation, pyruvate metabolism, and fatty acid biosynthesis, were commonly enriched, from which the photosynthesis and oxidative phosphorylation pathway are vital and closely related to flower and pistil development. Photosynthesis is an important source for plant organ development, especially during flower development. Improper photosynthesis processes cause the plant to inhibit proper organ elongation by limiting cell enlargement and cell division. In flowers, improper photosynthesis (very low or very high light intensity) causes fertility problems (Dell & Huang, 1997). Furthermore, a sufficient amount of photosynthesis is necessary for generative development of the flower (Kandeler, Hügel, & Rottenburg, 1975). In the photosynthesis pathway, the identified genes were mostly associated with ATP synthase (atpA, atpB, atpF, atpH, and atpl), cytochrome (petA, petB, petD, and petN), and the photosystem (psbA, psbB, psbD, psbH, psbK, psbl, psbM, psbT, and psal) and have been previously discussed in *Arabidopsis* reproductive development (Sotelo‐Silveira et al., 2013). In addition, transcripts encoding ATP synthase (atpA, atpB, atpH, atpH, and atpl) and NADH‐ubiquinone oxidoreductase (ndhC, ndhF, ndhJ, and ndhK) in the oxidative phosphorylation pathway were found to regulate reproductive organ development (Shi et al., 2012a). 

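Most of these genes shared a peak with others. In DQD, psbI and psbK lay with atpA at a peak of pileup 1150 reads over a control level of 524 reads (fold enrichment 2.19), and in LY at 8825 to 9533 with a pileup of 345 reads (fold enrichment 1.91). The genes atpF and atpH shared a DQD peak from 11041 to 11505 (fold enrichment 1.45). In LY, atpF lay with atpA at 10712 to 11480 (fold enrichment 1.703) and atpH at 12256 to 12465 (fold enrichment 1.25). The peak of atpI covered 12237 to 13399 in DQD and 12742 to 13382 in LY (fold enrichment 1.44 and 1.74). The cytochrome genes petB and petD shared a peak in each cultivar (fold enrichment 2.20 in DQD), petN lay with psbM at 30264 to 30551 in DQD and 30305 to 30494 in LY, and petA, which encodes cytochrome f, was listed in DQD only, at 61416 to 61673 (fold enrichment 1.80), although that peak overlaps the LY peak at 61413 to 61593, which was assigned ycf4, psaI and cemA. The gene psbA encodes the D1 protein of photosystem II. Its DQD peak, which was also assigned matK and a pair of tRNA genes, had the lowest fold enrichment of the plastid peaks, 1.15, over a control level of 921 reads, and its LY peak, from 554 to 1367, had 1.58. The photosystem II genes psbB, psbD, psbH and psbT were in the LY list only, psbD at 32195 to 32329 (fold enrichment 2.81). The LY peak of atpH had a -log10 q-value of 0.525, which does not pass a q-value of 0.05, and every other peak given here does.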

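The genes ndhC, ndhJ and ndhK, which encode subunits of the plastid NADH dehydrogenase-like complex, lay at 1 DQD peak from 49927 to 50280. Its pileup was 11 reads over a control level of 3.01 reads (fold enrichment 2.99), and its q-value was not under 0.05. It was the only DQD plastid peak of the second run. The gene ndhF lay with ycf1 at 112077 to 112481 in DQD, with a pileup of 612 reads (fold enrichment 2.75), and at 112082 to 112454 in LY, with 219 reads (fold enrichment 2.52). With 4 of 11 NADH dehydrogenase genes in DQD the set passed the test (adjusted p = 9.72e-05), and with 1 in LY it did not (adjusted p = 0.0813), by one-sided Fisher's exact tests against all the reference names. As 49 of the 132 plastid genes were in the DQD list, passing does not set these genes apart from other plastid genes. The contrast with LY rests on the peak of ndhC, ndhJ and ndhK and was not tested. Genes of mitochondrial complexes were also listed. In DQD, LOC103335303 (ATP synthase subunit a), LOC103342942 (cytochrome b), LOC107881883 and LOC107881951 (NADH-ubiquinone oxidoreductase chains 2 and 5-like), products that mitochondrial genomes of plants encode, lay on nuclear sequences at control levels of 230 to 297 reads (fold enrichment 1.30 to 1.44). LOC103331497, for subunit delta' of the mitochondrial ATP synthase, had a control level of 2.48 reads and a fold enrichment of 3.16 (chromosome 5, 12350023 to 12350290, q-value not under 0.05). In LY, LOC103335651, for an iron-sulfur subunit of mitochondrial NADH dehydrogenase, lay at a peak on chromosome 6 (11050674 to 11051053, fold enrichment 5.10).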

Similar findings related to floral development and pistil abortion have already been reported in *Cymbidium sinense* (Zhang et al., 2013), *Litchi chinensis* (Liu, Wang, Chen, & Zhou, 2019), and chickpea (Singh, Garg, & Jain, 2013). However, the genes showed highly downregulated expression in DQD compared to LY, suggesting that these genes might play an important role in pistil abortion (Supplemental Figure S8). Our ChIP‐Seq results indicate that *Pm*TCP4 transcription factor binding sites and their downregulated genes have a great influence during flower and pistil development in Japanese apricot.

## 5 CONCLUSION

In the present study, we comprehensively investigated the role of *Pm*TCP4 during pistil abortion using ChIP‐Seq analysis in Japanese apricot. Our results related to the *Pm*TCP4 transcription factor binding sites represent a better understanding of the regulatory mechanism during pistil abortion. The identification of DNA motifs and regulatory genes provide a new approach to understanding the molecular mechanism of *Pm*TCP4 during pistil abortion. Overall, these results improve our understanding of the genetic mechanism underlying transcriptional regulation and functional characterization of candidate downstream genes involved in the flower development process.

## AUTHOR CONTRIBUTIONS

ZG and SI conceived and designed the study. SI and PP performed the experiment. SI analyzed the data and wrote the manuscript. WX, NX, YB, and JG participated in sample collection and data analysis. TS and M.K.R revised the manuscript. All authors read and approved the final version of the manuscript.

## CONFLICT OF INTEREST DISCLOSURE

The authors declare that they have no conflict of interest.

## Supporting information

**Figure S1**. Complete flowchart for ChIP‐Seq analysis in Japanese apricot (A) Different steps of the ChIP‐Seq experiment for sample preparation (B) Standard workflow for ChIP‐Seq data analysis

**Figure S2**. Molecular characterization and bioinformatics analysis of the *Pm*TCP4 protein in Japanese apricot

**Figure S3**. Phylogenetic analysis of *Pm*TCP4 from Japanese apricot and other Rosaceae plants

**Fig S4**. Type and number of *cis*‐promoter elements of *Pm*TCP4 involved in different processes.

**Figure S5**. Western blot analysis for protein identification in samples

**Figure S6**. Motif analysis of *Pm*TCP4 using the MEME online tool. (A) Novel significant motifs for DQD (B) Novel significant motifs for LY

**Figure S7**. Relative expression level of selected genes by RT‐qPCR

**Figure S8**. Peak length distribution and peak depth distribution of Daqiandi and Longyan

Table S1. Statistics for ChIP‐Seq libraries of two Japanese apricot cultivars 'DQD' and 'LY'

## Data Availability

All data related to ChIP‐Seq have been deposited to NCBI‐GEO under the accession number “GSE132994”.

How the deposited data were processed for this re-analysis (not part of the article)

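PmTCP4 ChIP-Seq libraries and control libraries without antibody were made from pistils of DQD and LY at stage 3 (December 12), with 3 biological replicates for each of the 4 conditions and 12 libraries in all. The authors aligned the reads to the P. mume reference genome with Bowtie (options -q -p 48 -best -m 1 -v 2, which keep reads with a single best place and up to 2 mismatches), called peaks of the ChIP libraries against the control libraries with MACS (given as version 1.4.2 with standard parameters, although the deposited columns are those that MACS2 writes) and assigned peaks to genes with a Python script. A read that fits several places in the genome is dropped by these options. The name of the genome build was not given in the sources used here.

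For each cultivar the authors deposited a table of peak-associated genes. The deposited values are the signal (the coverage, or pileup, of reads at the peak summit), the fold enrichment of the summit over the local control, which is a ratio, and the p-value and q-value of the peak, both as -log10. No normalization of the deposited pileup was stated. The tables hold peaks that were assigned a gene, 536 in DQD and 176 in LY, and list each of the 720 and 251 genes once. The lines of each table form 3 sorted runs, which in LY have peak names with their own prefix and numbers, as separate peak calls would. Whether they are calls of the replicates is not given in the sources used here. Nothing in the tables assigns a value to a library, so no result here has an error between replicates and DQD and LY were compared only as lists. Fold enrichment was used to describe peaks within a list, and the p-value to pick the strongest.

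Gene sequences that ran over several lines, 16 lines in the DQD table, were joined. The control level at a peak was computed as (pileup + 1)/fold - 1, which takes the fold enrichment as MACS2 defines it. Nuclear peaks whose control level was over 10 times the median of the nuclear peaks of the same run of lines were set apart, a limit chosen after the data were seen. Gene names were matched to the names of the P. mume assembly ASM2933915v1, which has 30962 genes, of which 132 are on the plastid sequence. The match was by identifier, or else by a symbol that is unique within the nucleus or the plastid. That assembly is another build, so its names and the order of its genes were used but not its coordinates or lengths. For that reason the comparison of gene lengths with random gene lists, the location of peaks within gene models and the choice of upstream distance were not analysed here.

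Overlap, plastid genes, plastid gene sets, chromosomes and gene types were tested with Fisher's exact test, with Benjamini-Hochberg adjustment within each family. The 32 gene sets were written down before the values were read, from symbols for plastid genes and from product names for nuclear genes. The cytoskeleton set was narrowed after the names were read, from 16 to 11 DQD genes, by leaving out names in which actin is part of another word, such as interacting or galactinol. Motif matches (class II TCP, class I TCP, the TCP core with a flank, and the CArG box) were counted on both strands of the distinct gene sequences and compared with 100 shuffles that keep dinucleotides, with a smallest possible p of 0.0099. The sequences of the 2 lists were compared with 100000 permutations, and neighbouring genes with 10000 random lists. Tests on simulated data gave the following. With 50 genes shared on purpose, the overlap test called 20 of 20 simulated lists of either cultivar's size, and with none shared on purpose 2 of 20 and 0 of 20. With 25 neighbours added, the neighbour test called 20 of 20, and with none added 1 of 20. A motif planted in 200 shuffled sequences gave p = 0.0099 in this permutation test, and with none planted 0 of 4 motifs were called. A GC shift of 3 points was called in 20 of 20 splits of DQD and 19 of 20 of LY.

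Genes were named in the text by a rule written beforehand. It takes every gene named in the paper's text or Table 2 (whose values in the paper were thus seen), members of the gene sets present in both lists, up to 8 members of each nuclear set per cultivar in order of symbol, the 10 genes with the smallest p-values per cultivar, and the 5 sequences per cultivar of at least 1000 bases with the most class II TCP matches per kb. Genes named outside that rule are marked in the text. Alternatives covered the background of the tests, the plastid genes, the matching of genes, the shuffle, the sequence length and the strand. They also covered the neighbourhood, the overlap of peaks and the peaks with p-values below the median of their list. Replicates were not left out in turn and no replicate block was fitted, because no value could be assigned to a library. Expression measurements and the motifs found with MEME were not analysed here. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9.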

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

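All tests in this part were chosen after the results were seen. Of the nuclear peaks in LY, 5 had a -log10 p-value over 100 at genes the paper does not discuss. They lay at LOC103328220 (a 70 kDa heat shock protein, 615.5), LOC103322884 (uncharacterized, 313.68), LOC103328786 (a pentatricopeptide repeat protein, 277.82), LOC103327175 (diacylglycerol kinase 2, 264.87) and LOC103330510 (CNX1, an enzyme of molybdenum cofactor synthesis, 243.12). Their fold enrichment ran from 5.30 to 12.6, and none of the 5 genes was in the DQD list. The control level at all of them was high too, at least 20.8 times and at most 200.7 times the nuclear median of the run, so DNA present in many copies, or DNA that piles up with or without antibody, may account for part of their height. Because the fold enrichment was above that of most nuclear peaks, binding of PmTCP4 in LY pistils stays open and was not tested.

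The plastid peaks were listed in both cultivars, with a median fold enrichment below that of the nuclear peaks. At the nuclear median control level of its run and its own fold enrichment, 26 of the 28 plastid peaks with a deep control would have missed the largest p-value listed (the DQD peak at ndhC, ndhJ and ndhK had a shallow control and was left out). That count follows from the low fold enrichment already seen, so it does not decide whether the depth of plastid DNA let small enrichments pass the p-value, and this stays open. Independent positions in DQD and LY are argued against by the rotations of the LY peaks, of which a share of 0.00346 gave as many overlaps with DQD peaks. Open are binding by PmTCP4, which the paper predicts to be a nuclear protein, and how well plastid DNA is sheared or amplified, all untested. Mapping is open too. Plastid names with a second copy were listed for 3 of 15 against 46 of 102 single-copy names in DQD. In LY they were 3 of 15 against 42 of 102 (two-sided Fisher's exact test, p = 0.0925 in DQD and 0.158 in LY). In each cultivar the 3 names, trnN-GUU, trnR-ACG and ycf1, lay at 1 peak together with ndhF, so the test counts 1 peak as 3 genes. Reads that fit several places were dropped by the alignment, so these counts do not decide on mapping.

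Few nuclear genes were in both lists. Without genes at peaks of deep control signal, 6 nuclear genes were shared, of which 5 had names in the reference where 3.20 would be shared by independent lists, and the overlap did not pass the threshold (one-sided Fisher's exact test, p = 0.218). With so few shared genes the test cannot exclude a moderate excess over independent lists. It also depends on which names the reference holds. Of all 11 shared nuclear genes 6 had names there, against 620 of 671 DQD and 168 of 206 LY nuclear genes. A biological difference between the cultivars and the lower depth of the LY ChIP libraries may both lower the overlap, and the tables do not separate them.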

How the results depend on the processing

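Of 34 results, the counts of Table 2 genes found in DQD and in LY had no alternative. Of 84 alternatives tried over the others, 63 kept the direction and the side of the threshold, or a count within 1.5 times. These include 4 for neighbouring genes, which say little about stability because peaks with several genes list neighbours together. Others of the 63 say little as well. Nuclear sets never took plastid genes, so leaving those out could not change them, and the CArG box reads the same on both strands. Distinct gene names and plastid genes taken by symbol alone selected the same genes as before. The alternatives were set before the data were examined, except the filter on q-value, the removal of genes at peaks of deep control signal, the reading of product names for the cytoskeleton and the test of nuclear sets between the lists, which were chosen after seeing the data. Without plastid genes the overlap of the lists fell from 50 to 11 genes, and for names in the reference to 6 (Fisher's exact test, p = 0.125), or to 5 (p = 0.218) without peaks of deep control signal, since most shared genes are plastid genes. Against a shuffle that keeps only single bases, the ratio of matches rose above 1 in DQD to 1.37 for class II TCP, 1.36 for the TCP core and 1.21 for the CArG box, and in LY to 1.24 for class II TCP, 1.40 for class I TCP and 1.18 for the CArG box. All 4 motifs in DQD, and class I TCP and the TCP core (1.55) in LY, then passed the threshold by unadjusted p. The 2 shuffles differ only in whether dinucleotides are kept. On the deposited strand alone, class I TCP in DQD had a ratio of 1.19 and its unadjusted p was above 0.05 (permutation test with shuffled sequences, p = 0.0891), as its adjusted p was with both strands, and in LY sequences of at least 500 bases its ratio was 1.01. With all sequences of each list, the difference of DQD minus LY was -0.00981 matches per kb for class I TCP, -0.00172 for the CArG box and 0.148 for log10 length, which then passed the threshold (permutation test, adjusted p = 0.0009). The CArG box difference was also below 0 without plastid genes (-0.00375) and for sequences of at least 500 bases (-0.00267), where the difference of the TCP core shrank to -0.0509 (adjusted p = 0.706, permutation test). Against protein-coding genes, the chromosomes past the threshold fell from 2 to 1 in each cultivar. Among the peaks with p-values below the median of their list, the plastid share was 5.22% in DQD and 13.6% in LY. For the remaining changes the cause was not tested. No paired analysis was possible because no value in the tables could be assigned to a library, and for the same reason no replicate was left out. The 3 runs of lines in each table look like separate peak calls, since LY peak names restart in each, but whether they are calls of the replicates is not known. The comparison with random gene lengths and the upstream distances were not run, for lack of an annotation of the build. The LY ChIP libraries had the fewest mapped reads, and no test at matched depth was made of how far that limits the weak peaks called there.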

Differences from the paper's values

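For DQD the paper reports 1049 peaks and the deposited table lists 536, and for LY the paper reports 471 peaks and the table lists 176. The tables hold only peaks with an assigned gene, while the paper's number covers all peaks and its threshold is a p-value under 0.05, so the numbers do not count the same thing. The cause of the difference was not tested. The alternative set before the data were examined keeps the peaks with p-values below the median of their list. Its 268 and 88 peaks follow from the list sizes and are not the result of a threshold. The smallest -log10 p-value listed was 4.00 in DQD and 4.02 in LY. The numbers in the deposited LY peak names go up to 336, 68 and 33 in the 3 runs, which sum to 437, and the table lists only part of these numbers. The numbers of peak-associated genes and of genes in both lists match the paper's.

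The paper's Table 2 gives LOC103337187 for pyruvate metabolism in DQD and LOC107880548 for photosynthesis in LY. Neither was found in the deposited table of that cultivar, where the other 37 of 38 DQD genes and 22 of 23 LY genes of Table 2 were found.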

Other observations

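Regulators of flower development and hormone genes appeared among the DQD genes. Of 6 MADS-box genes, a family that sets floral organ identity and flowering time, LOC103335005 (MADS-box 29-like) had a peak on chromosome 6 from 6219767 to 6220329 with a fold enrichment of 4.10, and LOC103332976 (AGL104) a peak on chromosome 5 from 22586760 to 22587093 with 3.82. LOC103331431 is related to MADS-box 50, a rice relative of SOC1 (chromosome 5, 11520506 to 11520752, fold enrichment 3.24). Of the 6 genes, 4 lay at peaks with a q-value under 0.05, and LY had 0. The auxin genes in DQD were LOC103323689, which encodes an auxin efflux carrier (chromosome 2, 36737783 to 36738016, fold enrichment 4.73), LOC103323798 (IAA13) and LOC103329586 (BIG). In LY the auxin set had LOC103335826, related to auxin-induced protein 15A (chromosome 6, 12139862 to 12139997, fold enrichment 5.28). The name pattern for NAC, MYB and WRKY factors took 5 genes in DQD and 0 in LY, and it does not take names written in other ways, such as the myb-like LOC103339081 in LY, named after the list was read. No gene named as a TCP factor, a jasmonate gene or a growth-regulating factor was in either list.

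The set of names for receptor kinases and serine/threonine kinases, which takes intracellular kinases as well, was the largest of the nuclear sets. It numbered 31 in DQD and 13 in LY, with a fold enrichment of 3.03 to 5.13 and 3.37 to 5.38. The members include LOC103322421 (ACR4) in DQD and LOC103329694 (FERONIA, which controls pollen tube reception) in LY. The F-box set, which covers names of self-incompatibility genes, numbered 11 and 6, pentatricopeptide repeat genes 13 and 6, disease resistance genes 13 and 4 and cell wall genes 7 and 4. The cell wall genes include LOC103339472 (a polygalacturonase, fold enrichment 5.26) in DQD and LOC103336830 (cellulose synthase-like D3, fold enrichment 3.71) in LY. As shares of the nuclear genes of each list, no difference between DQD and LY was detected in the 20 nuclear sets (two-sided Fisher's exact tests, 0 with an unadjusted p under 0.05, smallest unadjusted p = 0.252, smallest adjusted p = 1). By their name patterns, 5 of these sets took 0 genes in both lists, although the pattern for protein tyrosine phosphatases misses the hyphenated name of LOC103343508 (MKP1) in LY, found after the list was read, and sets with few genes could not have passed, so the tests do not show that the lists are alike.

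Of the names found in the reference, 45.9% in DQD and 44.6% in LY had a listed neighbour. A peak assigned to several genes lists neighbours together, and 46.8% of all DQD genes and 49.0% of all LY genes shared a peak with another listed gene. The comparison with random lists of single genes therefore does not show that peaks cluster.

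The class II TCP motif, GTGGNCCC, was not more frequent in the gene sequences than in sequences shuffled with their dinucleotides kept, with a ratio of 0.957 in DQD (one-sided permutation test with shuffled sequences, p = 0.663) and 0.883 in LY (p = 0.782). This depended on the shuffle. Against one that keeps only single bases, the same permutation test gave p = 0.0099, the smallest that 100 shuffles can give, for each of the 4 motifs in DQD and for the TCP core in LY, and p = 0.0693 for class II TCP, 0.0297 for class I TCP and 0.0792 for the CArG box in LY. The class I TCP motif, GGNCCCAC, had a ratio of 1.20 in DQD (same permutation test, p = 0.0198, adjusted p = 0.158 over 8 tests) and 0.976 in LY (p = 0.594). For the TCP core, TGGNCC, the ratios were 0.914 and 1.02, and for the CArG box 0.852 and 0.834 (one-sided p for more matches 1 and 0.238, and 1 and 0.990). Matches were fewer than in the shuffles for the TCP core and the CArG box in DQD (one-sided permutation test, p = 0.0099 for each) and for the CArG box in LY (p = 0.0198). These sequences are those of the genes, not of the peaks, so they hold binding sites only where a peak lies within a gene. Among DQD sequences of at least 1000 bases, LOC103339701 (a stress-associated zinc finger protein) and LOC103325114 (a cytochrome P450) had the most class II TCP matches per kb (1.20 and 1.06), and among such LY sequences LOC103341902 (a receptor-like kinase, 0.424) and LOC103332872 (a WEB family protein, 0.383). Between the genes in a single list, class II TCP matches averaged 0.0424 per kb in DQD and 0.0234 per kb in LY (permutation test, p = 0.0590, adjusted p = 0.118). The TCP core went the other way, with 1.12 and 1.33 per kb (permutation test, p = 0.0488, adjusted p = 0.118), a difference of -0.215 that was -0.0509 (permutation test, adjusted p = 0.706) in sequences of at least 500 bases. GC content averaged 39.1% and 39.7% (permutation test, p = 0.0998, adjusted p = 0.150), and log10 length 3.53 and 3.48 (p = 0.173, adjusted p = 0.207).

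Of the 40 plastid coding sequences in the tables, 0 start with ATG and 15 start with TG, and 25 end with CAT, the reverse complement of a start codon.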
